A study of Arabidopsis thaliana with 12 samples. Its data were reported in "The Arabidopsis SWI2/SNF2 Chromatin Remodeler BRAHMA Regulates Polycomb Function during Vegetative Development and Directly Activates the Flowering Repressor Gene SVP" (2015).

How the data were processed

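RNA of whole Arabidopsis thaliana seedlings, 14 days old, was measured on 12 Affymetrix ATH1 arrays with biotin-labelled material. Per the labels, the 12 samples fell into 4 genotypes with 3 biological replicates each: wild type Col, brm-1 (a mutant of the SWI/SNF chromatin remodeler BRM), clf-29 (a mutant of the H3K27 methyltransferase CLF) and brm-1 clf-29. Groups and replicate numbers were taken from the sample titles.

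The deposited values were log2 MAS5 signals, 1 per probe set and array. Per the labels the authors used MAS5 and the affy package, whose versions are not given in the sources used here. The antilog of every column had a 2% trimmed mean of about 500.0, so each array had been scaled to a common mean, and no normalization of the shape between arrays was found. The array medians lay between 7.54 (brm-1 clf-29 replicate 2) and 7.66 (Col replicate 1) on the log2 scale. Scanner files and detection calls were not used here. As a measure of background, 27 probe sets for bacterial control transcripts had a median log2 value of 2.79 and a 95th percentile of 4.71. Of all gene and genotype means, 26.8% lay under that percentile. Where the dimmer genotype of a called gene did so, the report gives the fold as at least the brighter mean over that percentile. For a gene not called it gives only how far the brighter mean lay over that percentile, which shows no minimum difference. No fold is given where both did. These values carry no error. Values under other settings are differences of the fit, for such genes too. The number of arrays limits the precision.

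Of 22810 probe sets, 13513 had 1 gene name in the platform annotation, 503 had several, and 8794 (64 control probe sets among them) were unnamed. Names were updated through RefSeq's gene table for assembly TAIR10.1, in which 13436 of the 13513 matched. The table was used for names, for which genes neighbour each other and for the organelle-encoded genes only. Plastid-encoded genes were those on its plastid chromosome. Mitochondrial-encoded genes were those given no chromosome whose symbols begin with nad, cox, ccb, matR or orfX. A gene was represented by its single-gene probe set with the highest mean over all 12 arrays (146 genes had several), which left 13356 genes. Probe sets of BRM, CLF, SVP, FT, FLC, AG and AP3 were among the unnamed ones and were not analysed by gene here, so the genotype labels were not checked against the mutated genes, the SVP comparison was not made, and the floral identity list, with UFO as its 1 measured gene, could not be tested as a list.

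Genes were tested with limma 3.58.1 in R 4.3.3 (lmFit with 1 mean per genotype over all 12 arrays, 8 residual degrees of freedom, eBayes with a trend, two-sided, Benjamini-Hochberg adjustment over all genes) and called at an adjusted p under 0.05. The study's own criterion, a 1.5-fold difference with no test, was counted beside it. The contrasts were each mutant against Col, brm-1 clf-29 against clf-29 and against brm-1, and the interaction. Before the data were examined, 32 gene lists were fixed, and 10 had at least 3 measured members. Each of the 10 was measured only in part. Measured were 97 of 258 genes that gain H3K27me3, 6 of 20 flowering time genes, 6 of 13 SWI/SNF genes and 3 of 17 auxin genes. The 10 lists were tested with camera and adjusted over the 10 lists of a contrast. The inter-gene correlation was preset at 0.01, and estimated from the arrays beside it. The lists of genes with changed H3K27me3 were the study's, chosen on ChIP-seq and not on these arrays. Gene families (28, formed from symbols with at least 8 measured members, the plastid-encoded genes being 1 of them) were tested the same way, and were chosen after the data were seen.

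Named genes followed a rule fixed before the data were examined: for each mutant against Col the 10 largest rises and 10 largest falls, and for the other contrasts 5 and 5, among genes with an adjusted p under 0.05, no overlap between the arrays of the compared genotypes and a brighter mean above the median of all genes (7.13). The members of the flowering time list and the genes that the study followed by qPCR were always named, and 2 to 4 members of each other list. After the data were seen, the report was limited to naming the uncalled members of these other lists for brm-1 against Col alone. The alternatives cover all of them in every comparison.

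The fit was tested on simulated data with 200 changed genes among 13356. For brm-1 against Col it recovered 44.3% of genes changed by 1 on the log2 scale, 79.1% at 2 and 79.2% at 3, with 9 false calls among 146. For the interaction it recovered 25.4%, 49.3% and 63.2%, with 2 false calls among 95.

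The alternatives were quantile normalization, centring each array on its median, leaving out genes under the median, an offset of 16 before log2, eBayes without trend or with robust estimation, array weights, only the compared genotypes, a replicate block, every non-control probe set, each array left out in turn, other thresholds and an estimated correlation. Because replicate 3 of each genotype was found to stand apart from replicates 1 and 2, a term for that batch and a fit of replicates 1 and 2 alone were added after seeing the data. For comparisons that share the Col arrays, 20 simulations of unchanged genotypes gave the values expected with no effect.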

Results

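Transcript levels were measured in 14-day-old seedlings of 4 genotypes (wild type Col, each single mutant and the mutant of both genes) with 3 arrays each, and 13356 genes were tested. The comparisons ask which genes depend on the remodeler BRM, which on the H3K27 methyltransferase CLF, and how loss of both compares with loss of either. Values are log2 MAS5 signals, errors of fold changes are standard errors of the limma fit, and adjusted p-values are limma's after Benjamini-Hochberg adjustment. Replicate 3 of every genotype stood apart from replicates 1 and 2: on the brighter genes (those above the median), the first principal component (30.9% of the variance) placed the 4 replicate 3 arrays between -22.25 and -12.16 and the other 8 between -5.76 and 21.44. Counts are therefore also given with this batch as a term and within replicates 1 and 2. Replicate 3 alone holds 1 array per genotype and gives no test.

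In brm-1, the flowering regulator AGL24, a MADS-box gene, fell by 2.17 ± 0.20 on the log2 scale (adjusted p = 0.000197), from 7.44 ± 0.12 in Col to 5.27 ± 0.08 (SD, n = 3). The largest falls included AT4G33720, which encodes a protein of the PR-1 type (from 9.04 ± 0.78 in Col, SD, to background, adjusted p = 0.0471), AT1G19900 (at least 5.60-fold), the TIR-domain gene AT1G57630 (log2 change of -3.83 ± 0.87) and AT3G48640 (-3.21 ± 0.37). Others were the peroxidase gene AT2G39040 (at least 7.43-fold), the lipid transfer protein gene AT5G59330 (at least 5.64-fold), AT5G57910 (-2.59 ± 0.22), the alpha-amylase gene AMY1 (-2.58 ± 0.52), AT1G54740 (-2.43 ± 0.46) and AT3G60420 (-2.24 ± 0.37). The sugar transporter gene SAG29 rose most (2.60 ± 0.41, adjusted p = 0.00642), followed by the peroxidase gene AT2G41480 (2.53 ± 0.13, adjusted p = 1.09e-06), the copper amine oxidase gene AT1G31690 (2.28 ± 0.29) and AT4G33550 (4.29-fold). Further rises were in the sugar transporter gene SWEET4 (2.07 ± 0.36), AT2G22880 (2.06 ± 0.39), the aspartyl protease gene AT1G62290 (1.94 ± 0.13), AT5G47330 (1.85 ± 0.40), AT1G67600 (2.83-fold) and AT3G22550 (2.82-fold). In all, 93 genes rose and 156 fell. The split depended on the scaling: with each array centred on its median, which raised the difference by 0.11 for every gene, 211 rose and 121 fell. The median change of all genes was -0.04 without centring, so that shift took it above 0. With quantile normalization 100 rose and 130 fell, so more genes still fell than rose. With the replicate 3 batch as a term 336 rose and 394 fell, and within replicates 1 and 2 316 rose and 355 fell. Of the 671 genes called in replicates 1 and 2, 91.8% had the same sign in replicate 3. Leaving out any array of these genotypes except brm-1 replicate 3 took the 249 calls to between 86 and 158. By the 1.5-fold criterion alone 1500 genes were higher and 1686 lower, and 214 genes met both criteria.

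**Figure D1:**
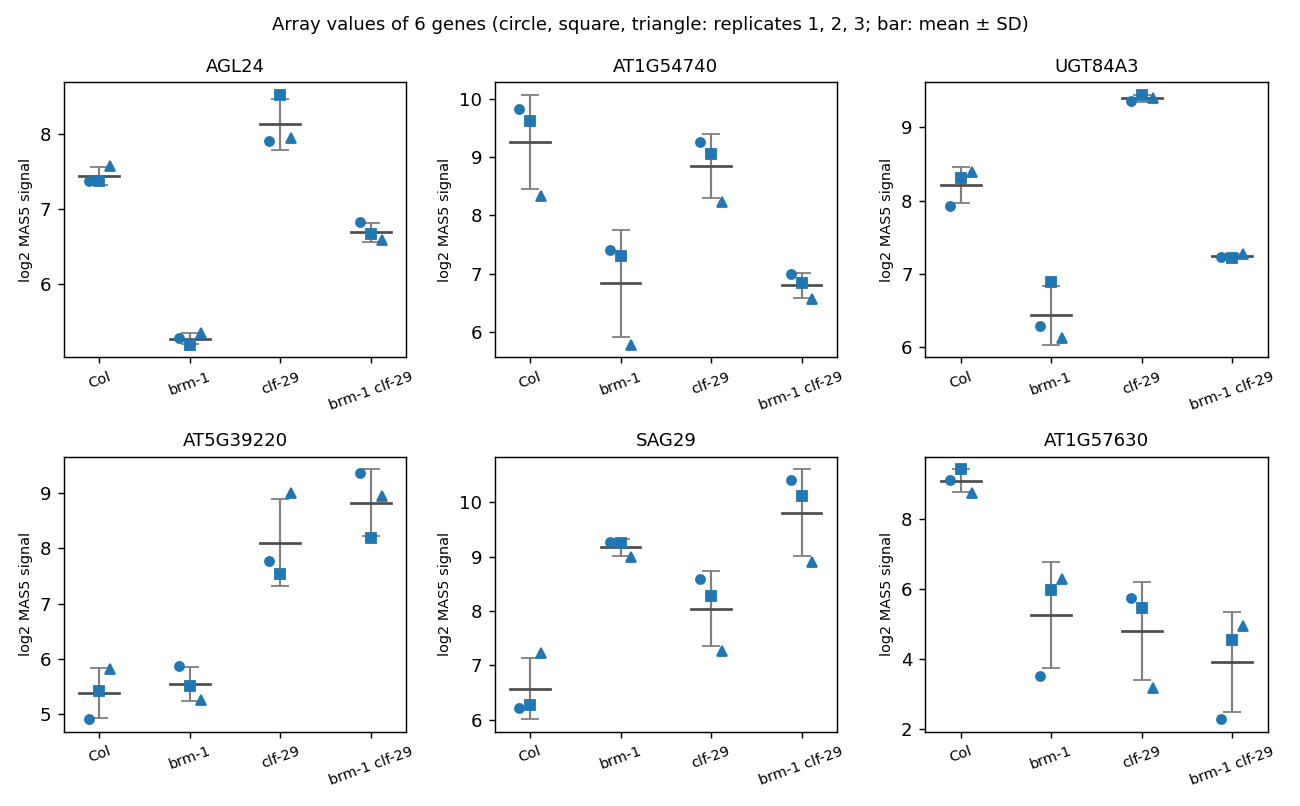
Log2 MAS5 signal (vertical axis) of 6 genes on each array of the 4 genotypes, with circles, squares and triangles for replicates 1, 2 and 3 and bars for the mean ± SD of 3 arrays. AGL24 averaged 7.44 in Col, 5.27 in brm-1, 8.13 in clf-29 and 6.69 in brm-1 clf-29.

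Genes that gain H3K27me3 in brm-1, according to the study's ChIP-seq list, were lower in brm-1 as a group. Of 97 measured members, 6 fell and none rose (18 fell and 1 rose adjusted over the list alone), with a median log2 change of -0.34 (camera adjusted p = 5.3e-06; adjusted p = 0.0542 with an estimated correlation, unadjusted p = 0.0108). The members with the smallest adjusted p were AGL24, the glucosyltransferase gene UGT84A3 (-1.77 ± 0.19), AT3G01860 (-1.36 ± 0.17) and AT2G03550 (-2.22 ± 0.35). The median was -0.37 in replicates 1 and 2 and -0.41 in replicate 3. In the same order the medians were -0.23 and -0.19 for the CLF-dependent part and -0.5075 and -0.485 for the other. Both parts of the list were lower: 49 genes whose gained mark depends on CLF (2 fell, median -0.29, adjusted p = 0.00753; adjusted p = 0.128 with an estimated correlation) and the 48 others (4 fell, median -0.41, adjusted p = 5.3e-06; adjusted p = 0.0542 with an estimated correlation). At such other genes the study saw no drastic loss of the mark in brm-1 clf-29. It proposes that redundant activity of another methyltransferase, SWN, might explain this, so their marks are not shown to be independent of CLF. Among 6 measured genes that lose H3K27me3 none was called (median -0.16, mean -0.14, camera direction up, adjusted p = 0.996). The fixed list of genes that the study followed by qPCR leaves out the flowering genes such as AGL24 that it also followed. Only 3 of its 10 genes were measured here, so the list result says nothing about the rest. Of these 3, AT1G54740 fell. AT1G06980 (-0.63 ± 0.77) and AT5G33390 (0.86 ± 0.49) did not pass the test (list adjusted p = 0.391). The study's summary of brm-1 gives AT1G54740 as decreased and AT5G33390 as unchanged in expression, and does not list AT1G06980.

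Of the 6 measured flowering time genes, AGL24 fell and the other 5 did not pass the test (list adjusted p = 0.241): GI (-0.22 ± 0.12), SMZ (-0.49 ± 0.28), SNZ (0.41 ± 0.39), FD (0.30 ± 0.37) and AGL19 (under the background percentile in Col, 1.38-fold over it in brm-1, adjusted p = 0.767). None of 6 SWI/SNF subunit genes was called (adjusted p = 0.935; CHR23 -0.46 ± 0.22, CHB3 0.13 ± 0.13, AT3G01890 -0.09 ± 0.28, BSH -0.04 ± 0.13). Nor was any of 3 auxin genes (list adjusted p = 0.0528, with the batch term 0.0227, and adjusted p = 0.203 with that term and an estimated correlation; IAA29 1.58 ± 0.69, WES1 0.51 ± 0.25, GH3.3 0.68 ± 0.64). The 3 gibberellin receptor genes were not called (adjusted p = 0.511; GID1A 0.17 ± 0.13, GID1B 0.35 ± 0.26, GID1C -0.29 ± 0.31), nor were 3 stomatal lineage markers (adjusted p = 0.391; SPCH 0.18 ± 0.38, MUTE 0.52 ± 0.47, FMA 0.19 ± 0.29). A further 22 lists had fewer than 3 measured members. Of these, 8 had none, among them the Polycomb list (16 genes) and the seed maturation list (18 genes), about which nothing can be said. None of their 19 measured genes was called in brm-1, which does not show that they were unchanged. They include UFO and CLV3, which lay under the background percentile in both genotypes and have no fold, and UF3GT (under it in brm-1, 1.38-fold over it in Col, adjusted p = 0.162). PHV (0.03 ± 0.16), ULT1 (0.01 ± 0.21) and the anthocyanin gene DFR (-0.83 ± 0.67) were among them too. Others were COR15A (-0.90 ± 0.31), COR47 (-0.17 ± 0.23), PDF1.2 (-2.09 ± 0.54), WRKY53 (0.89 ± 0.52), STZ (0.44 ± 0.43) and AUR1 (0.06 ± 0.12). Also not called were BHLH101 (0.34 ± 1.07), AT1G47400 (-0.32 ± 0.75), LHCB4.1 (0.30 ± 0.13), RCA (0.28 ± 0.13), and the root markers EXPA7 (-0.15 ± 0.26) and EXPA18 (0.45 ± 0.29).

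In clf-29, genes with background-level signal in Col rose: the cystatin-like gene AT1G03710 (at least 11.4-fold, adjusted p = 0.00318), AT5G11360 (at least 8.15-fold, adjusted p = 0.000839) and the wax ester synthase gene WSD1 (at least 5.38-fold). The sugar transporter gene SWEET10 rose by 3.47 ± 0.58, AT1G09500 by 3.33 ± 0.64 and AT2G20870 by 3.02 ± 0.32. So did AT5G39220 by 2.72 ± 0.40, the ribosomal protein gene AT3G28500 by 2.60 ± 0.20 (adjusted p = 9.22e-05), AT3G19550 by 2.53 ± 0.31 and AT5G22430 by 2.32 ± 0.38. UFO, a floral meristem gene, rose at least 1.43-fold (adjusted p = 0.043), from 1.52 ± 1.14 in Col to 5.22 ± 0.42 (SD, n = 3). The largest falls were in AT1G57630 (-4.30 ± 0.87), AT3G48640 (-3.48 ± 0.37), the receptor kinase gene AT1G35710 (-3.37 ± 0.50), the lipid transfer protein gene AT5G55450 (-3.13 ± 0.51). Falls were also found in the lectin gene AT5G03350 (-3.08 ± 0.37), AT5G52760 (-2.85 ± 0.30), AT3G16670 (-2.75 ± 0.33), AT3G05730 (-2.46 ± 0.22), AT1G10340 (-2.46 ± 0.23) and AT1G21520 (-2.36 ± 0.29). In all, 73 genes rose and 53 fell, and 1796 were higher and 1369 lower by the 1.5-fold criterion (111 met both). With the batch term 303 rose and 283 fell, and within replicates 1 and 2 422 rose and 313 fell, of which 78.6% had the same sign in replicate 3. Leaving out any array of these genotypes except clf-29 replicate 3 (173 calls) took the 126 calls to between 44 and 83.

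None of the 6 flowering time genes passed the test in clf-29 over all genes (list adjusted p = 0.924): AGL24 (0.69 ± 0.20, the 1 gene that rose adjusted over the list alone), FD (-0.90 ± 0.37), SMZ (0.45 ± 0.28), SNZ (-0.47 ± 0.39), GI (-0.09 ± 0.12) and AGL19 (under the background percentile in Col, 1.77-fold over it in clf-29, adjusted p = 0.572). Nor did the qPCR genes AT1G06980 (-1.46 ± 0.77), AT1G54740 (-0.41 ± 0.46) and AT5G33390 (0.39 ± 0.49). Of the 97 genes that gain H3K27me3 in brm-1, 2 rose, UGT84A3 (1.18 ± 0.19) and AT5G56240 (0.79 ± 0.13), and the list did not pass as a whole (median -0.01, mean -0.02, -0.065 in replicates 1 and 2 and 0.06 in replicate 3, camera direction up, adjusted p = 0.924). Its parts went opposite ways, with medians of 0.21 for the genes whose gained mark depends on CLF and -0.23 for the others (adjusted p = 0.0478 for each; adjusted p = 0.467 for each with an estimated correlation). The medians were 0.185 and -0.255 in replicates 1 and 2, and 0.26 and -0.095 in replicate 3. Within replicates 1 and 2 the first part did not pass (adjusted p = 0.0716).

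In brm-1 clf-29, many genes called in a single mutant were called again, though AGL24 and UFO were not. Against Col, AT5G11360 rose at least 9.71-fold, AT1G03710 at least 6.77-fold, AT5G60140 at least 7.46-fold, WSD1 at least 8.77-fold and AT5G39220 by 3.45 ± 0.40. Also higher were SAG29 by 3.23 ± 0.41, AT2G41480 by 3.19 ± 0.13 (adjusted p = 6.71e-08), AT2G20870 by 2.83 ± 0.32, AT2G22880 by 2.83 ± 0.39 and AT1G75900 by 2.72 ± 0.13. The glutaredoxin gene AT2G47880 fell at least 29.2-fold (adjusted p = 0.00132), AT1G57630 at least 20.9-fold, AT4G33720 from 9.04 in Col to background and AT1G26380 at least 9.54-fold. AT3G48640 (-4.35 ± 0.37), AT1G35710 (-3.83 ± 0.50), AT5G55450 (-3.47 ± 0.51), AT5G03350 (-3.39 ± 0.37), AT5G52760 (-3.18 ± 0.30) and AT3G47480 (-2.88 ± 0.27) fell too. In all, 321 genes rose and 346 fell. With each array centred on its median 520 rose and 263 fell, and with quantile normalization 346 rose and 312 fell. With the batch term 732 rose and 821 fell, and within replicates 1 and 2 721 rose and 808 fell, of which 85.8% had the same sign in replicate 3. Leaving out any array of these genotypes except brm-1 clf-29 replicate 3 (772 calls) took the 667 calls to between 299 and 429. By the 1.5-fold criterion 1773 genes were higher and 1973 lower, and 557 met both criteria.

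Of the genes that gain H3K27me3 in brm-1, 1 rose and 11 fell in brm-1 clf-29 against Col (3 rose and 17 fell adjusted over the list alone; median -0.38, adjusted p = 0.000329; adjusted p = 0.136 with an estimated correlation), AT5G56240 being the gene that rose (1.11 ± 0.13). The median was -0.49 in replicates 1 and 2 and -0.20 in replicate 3. The part that the study did not list as CLF-dependent held 10 of the falls (median -0.54, adjusted p = 4.15e-07, or 0.0378 with an estimated correlation). With an estimated correlation and the replicate block it did not pass (camera adjusted p = 0.0826). It did with the batch term (0.0473) and within replicates 1 and 2 (0.0111), fits that were chosen after seeing the data. AT3G01860 (-1.36 ± 0.17), AT1G22430 (-1.78 ± 0.31), AT5G50000 (-0.61 ± 0.11) and AT1G54740 (-2.46 ± 0.46) had the smallest adjusted p in it. The median of this part was -0.775 in replicates 1 and 2 and -0.35 in replicate 3. The part whose marks depend on CLF did not pass (1 rose and 1 fell, median -0.19, adjusted p = 0.541), with medians of -0.29 in replicates 1 and 2 and -0.09 in replicate 3. Of the flowering time genes, AGL19 (under the background percentile in Col, 3.85-fold over it in brm-1 clf-29, adjusted p = 0.0536), AGL24 (-0.75 ± 0.20, adjusted p = 0.0537), GI (-0.18 ± 0.12), SNZ (-0.47 ± 0.39), FD (-0.06 ± 0.37) and SMZ (-0.02 ± 0.28) did not pass the test over all genes (1 rose and 1 fell adjusted over the list alone). Nor did UFO (under the background percentile in both genotypes, adjusted p = 0.0708) or the qPCR genes AT1G06980 (-1.18 ± 0.77) and AT5G33390 (0.31 ± 0.49). The touch and cold gene STZ rose (1.69 ± 0.43) and the defensin gene PDF1.2 fell (-2.37 ± 0.54).

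The effect of losing BRM where CLF is absent was read from brm-1 clf-29 against clf-29. AGL24 fell here as well (-1.44 ± 0.20, adjusted p = 0.00427), as did UGT84A3 (-2.15 ± 0.19, adjusted p = 0.000164), DFR (at least 6.31-fold), AT1G50060 (-2.30 ± 0.40), AT3G19430 (-2.27 ± 0.26) and AT3G04010 (-2.08 ± 0.29). The largest rises were in AT3G05730 (2.32 ± 0.22), the chitinase gene AT2G43590 (1.93 ± 0.30), AT1G62290 (1.76 ± 0.13), AT3G16670 (1.76 ± 0.33) and AT1G52700 (1.28 ± 0.27). In all, 65 genes rose and 131 fell, 103 and 107 with each array centred on its median, and 63 and 121 with quantile normalization. With the batch term 249 rose and 356 fell, and within replicates 1 and 2 210 rose and 368 fell. Leaving out any array of these genotypes lowered the 196 calls: clf-29 replicate 1 (117), 2 (64) or 3 (179), and brm-1 clf-29 replicate 1 (63), 2 (99) or 3 (168). The genes that gain H3K27me3 in brm-1 were lower again (6 fell, none rose; 8 fell and none rose adjusted over the list alone; median -0.30, adjusted p = 3.37e-05; adjusted p = 0.0751 with an estimated correlation), with medians of -0.415 in replicates 1 and 2 and -0.16 in replicate 3. Both parts were lower: the genes with CLF-dependent marks had a median of -0.31 (-0.395 in replicates 1 and 2, -0.29 in replicate 3), and the others of -0.21 (-0.4275 and -0.065; adjusted p = 0.00156 and 0.000252; adjusted p = 0.0751 for each with an estimated correlation). AT1G54740 fell (-2.05 ± 0.46), while FD (0.84 ± 0.37), AGL19 (1.12 ± 0.55), SMZ (-0.47 ± 0.28), GI (-0.09 ± 0.12), SNZ (0.00 ± 0.39), UFO (1.43-fold over the background percentile in clf-29, under it in brm-1 clf-29, adjusted p = 0.629), AT1G06980 (0.28 ± 0.77) and AT5G33390 (-0.07 ± 0.49) did not pass the test.

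The effect of losing CLF where BRM is absent was read from brm-1 clf-29 against brm-1. AT5G11360 (at least 9.71-fold), AT5G39220 (3.29 ± 0.40), AT2G20870 (2.83 ± 0.32), AT3G19550 (2.41 ± 0.31) and AT5G22430 (2.28 ± 0.38) rose, all genes named above for clf-29 against Col. AGL24 rose by 1.42 ± 0.20 (adjusted p = 0.0138). AT5G52760 (-1.72 ± 0.30), ECS1 (-1.26 ± 0.22), AT2G34510 (-1.25 ± 0.16), AT2G10940 (-0.997 ± 0.13) and AT3G13430 (-0.71 ± 0.12) fell. In all, 21 genes rose and 8 fell, with the batch term 119 and 134, and within replicates 1 and 2 169 and 190, of which 73.3% had the same sign in replicate 3. Leaving out any array of these genotypes lowered the 29 calls: brm-1 replicate 1 (8), 2 (14) or 3 (28), and brm-1 clf-29 replicate 1 (8), 2 (22) or 3 (24). The list of genes that gain H3K27me3 did not pass as a whole (2 rose, AT5G56240 and AGL24, and none fell; 7 rose and none fell adjusted over the list alone; median -0.01, mean 0.03, -0.135 in replicates 1 and 2 and 0.19 in replicate 3, camera direction up, adjusted p = 0.765). Its parts had medians of opposite sign, 0.18 for the genes whose gained mark depends on CLF (adjusted p = 0.0673) and -0.20 for the others (adjusted p = 0.17). In replicate 3 alone both were above 0 (0.21 and 0.115), against 0.015 and -0.2525 in replicates 1 and 2. With the batch term the first part passed (adjusted p = 0.0402; adjusted p = 0.184 with an estimated correlation), and within replicates 1 and 2 the second did (adjusted p = 0.00295; adjusted p = 0.118 with an estimated correlation). AGL19 (1.48 ± 0.55), SNZ (-0.89 ± 0.39), SMZ (0.47 ± 0.28), FD (-0.36 ± 0.37), GI (0.04 ± 0.12), UFO (under the background percentile in both genotypes), AT5G33390 (-0.54 ± 0.49), AT1G06980 (-0.55 ± 0.77) and AT1G54740 (-0.03 ± 0.46) did not pass the test.

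**Figure D2:**
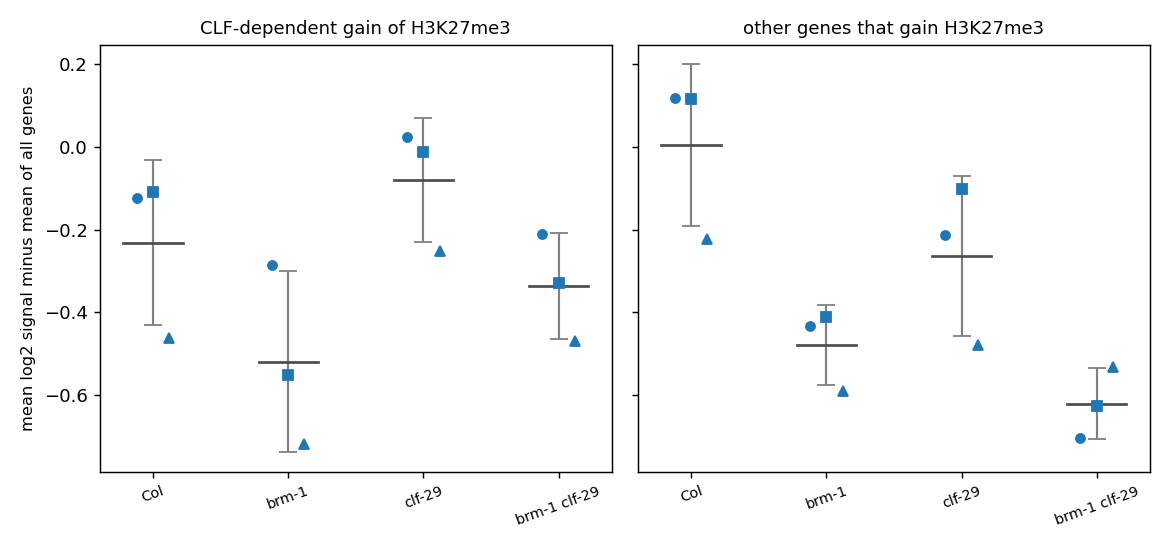
Mean log2 signal of the genes that gain H3K27me3 in brm-1, minus the mean of all genes (vertical axis), on each array of the 4 genotypes, for 49 genes whose gained mark depends on CLF and 48 others; circles, squares and triangles are replicates 1, 2 and 3 and bars the mean ± SD of 3 arrays. Values of the CLF-dependent genes ranged from -0.72 (brm-1 replicate 3) to 0.02 (clf-29 replicate 1), and replicate 3 was the lowest array of each genotype in that panel.

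Each mutation changed its genes in a like direction in either background, in comparisons that share no array. Of the 249 genes called in brm-1 against Col, 94.8% had the same sign in brm-1 clf-29 against clf-29, with a median of 0.49 for the 93 that rose and -0.75 for the 156 that fell. Against Col, where these genes were chosen, the medians were 0.81 and -1.14. Of the 126 called in clf-29 against Col, 94.4% had the same sign in brm-1 clf-29 against brm-1, with medians of 0.58 and -0.49. Those genes had medians of 1.01 and -1.29 against Col. Choosing genes there can enlarge the values against Col, so equal effects in the 2 backgrounds are not shown. Across genes, which are not independent replicates, the correlation of the fold changes was 0.19 for either mutation over all genes, and over the brighter genes 0.61 for brm-1 and 0.56 for clf-29. No gene had a significant interaction in limma (754 had an unadjusted p under 0.05), 4 did with the batch term and 28 within replicates 1 and 2.

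**Figure D3:**
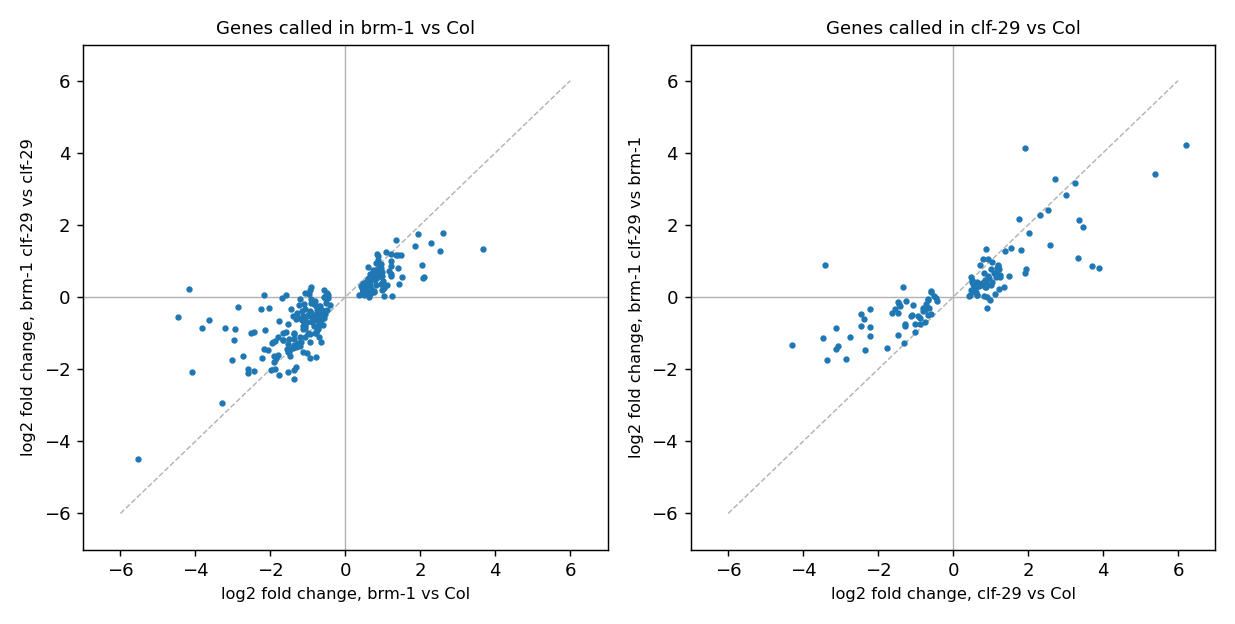
Log2 fold changes of the 249 genes called in brm-1 against Col (left) and of the 126 called in clf-29 against Col (right), with the change against Col on the horizontal axis and the change in the other mutant background on the vertical axis; each point is a gene and the dashed line marks equal change. Most points share their sign (94.8% and 94.4%).

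The 3 comparisons against Col share the Col arrays. brm-1 and clf-29 shared 15 genes that rose and 20 that fell, where independent lists would share 0.51 and 0.62, and 4 genes went opposite ways. brm-1 and brm-1 clf-29 shared 65 and 113 (2.24 and 4.04 for independent lists), and clf-29 and brm-1 clf-29 shared 56 and 40 (1.75 and 1.37). Unchanged genotypes simulated against shared controls gave 0 shared calls on average, which holds by construction where nothing changes and decides nothing about these overlaps. The covariance of the fold changes was 0.20 for brm-1 and clf-29, 0.29 for brm-1 and brm-1 clf-29 and 0.29 for clf-29 and brm-1 clf-29, where the simulations gave 0.17 each; the correlations were 0.44, below the simulated value of 0.50, and 0.57 and 0.55. The 3 Col arrays are too few to split, and part of the overlap may come from them.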

Values the study reported

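The study reported 276 genes whose H3K27me3 level changed more than 2-fold in brm-1. Of these, 258 (93.5%) gained the mark and 18 (6.5%) lost it.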

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

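The tests of other organelle RNA and of genes lower than in Col, and all tests of gene families, were chosen only after the result was seen. Probe sets without 1 gene name were not used in the comparisons, and 9233 of them were tested together with the others. In limma, 291 of them changed in brm-1, 206 in clf-29 and 781 in brm-1 clf-29, each against Col. No gene is named from them here.

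In the interaction of brm-1 and clf-29, the plastid-encoded genes were higher (69 genes, median 0.20, camera adjusted p = 0.00614 over 28 families; adjusted p = 0.798 with an estimated correlation), and the RALFL family was lower (11 genes, median -0.36, adjusted p = 0.01002; adjusted p = 0.21 with an estimated correlation). No member of either passed the test alone.

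The plastid-encoded genes had a median log2 difference of 0.38 in brm-1 clf-29 against clf-29 (camera adjusted p = 2.58e-22; adjusted p = 0.327 with an estimated correlation), with 5 of 69 genes called higher and none lower. The values argue against the scaling of the arrays as its source, as the median was 0.40 after quantile normalization. A replicate 3 shift common to all genotypes would cancel here by design, since each genotype has 1 such array. The smaller of the medians in replicates 1 and 2 and in replicate 3 was 0.34, so the difference did not come from 1 batch alone. More organelle RNA of every kind stays open, since 16 mitochondrial-encoded genes had a median of 0.23, above the 0.19 that this source would need. Their mean was 0.28, with a standard error over arrays of 0.17 (camera p = 0.00496, or 0.0951 with an estimated correlation). This check was made in 1 contrast only. Against Col, the 8 genes with nad symbols had medians of -0.01 in brm-1, -0.325 in clf-29 and 0.15 in brm-1 clf-29. The plastid-encoded genes had 0.22, -0.06 and 0.33 in that order. None of the nad medians passed with camera, so whether the organelles move together was not settled. The genotype stays open too, and was not tested apart from these sources.

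Replicate 3 of every genotype stood apart from replicates 1 and 2, with 751 genes higher and 934 lower (1685 in all, limma with genotype in the model). Among the brighter genes AT1G64380 (2.59 ± 0.19) and AT4G33560 (2.26 ± 0.28) were the most raised and AT4G10910 (-2.76 ± 0.24) and AT2G20670 (-2.56 ± 0.09) the most lowered. The scaling of the arrays does not account for it, as 1718 genes differed after quantile normalization. RNA degradation would raise the 3' over 5' values of the actin, GAPDH and ubiquitin control probe sets, and these moved by -0.13 on average, upward in 1 of 4 genotypes. The design gives no biological explanation, and none was tested.

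The 20 genes called lower in both single mutants than in Col, such as AT1G57630 and AT3G48640, could come from high values on the Col arrays alone. Without any Col array, these 20 had a median of -0.32 in brm-1 clf-29 against clf-29 (standard error over arrays 0.10) and of -0.28 against brm-1 (0.12), where high Col values alone would give about 0. The standard errors over arrays in this paragraph are those of the mean change over the genes, not of the median. All genes called lower in brm-1 had a median of -0.75 in the first comparison (0.03), and all called lower in clf-29 one of -0.49 in the second (0.07). High Col values are thus not the whole cause of these sets, but the smaller medians than against Col (-1.14 and -1.29 for the larger sets) leave open that they add to them, as would the choice of genes by those same Col arrays. An effect of the genotypes stays open.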

How the results depend on the processing

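The fits with the replicate 3 batch as a term and with replicates 1 and 2 only were chosen after seeing the data. Results of named genes were counted once under each other setting. For those that passed the test, the call was kept in 1440 such cases and lost in 272, and none changed sign. For those that did not pass, 3457 cases stayed so with the same sign, 109 passed and 160 changed sign. Of genotype means, 26.8% lay under the background percentile, and leaving out genes under the median gave 275, 150 and 713 genes against Col. The causes of the changes were not tested. Counts are given in the order brm-1, clf-29 and the mutant of both genes against Col, then the latter against clf-29 and against brm-1. eBayes without trend gave 90, 42, 356, 82 and 11 genes. An adjusted p under 0.01 gave 83, 36, 239, 50 and 11. Every non-control probe set gave 561, 361, 1516, 423 and 85. The criterion of 1.5-fold alone gave 3186, 3165, 3746, 3278 and 3098, and 3758 for the interaction. Array weights gave 670, 355, 1299 and, against brm-1, 76. Only the compared genotypes gave 81 for clf-29, 61 against clf-29 and 3 against brm-1. The batch term gave 730, 586, 1553, 605 and 253, and 4 for the interaction. Replicates 1 and 2 gave 671, 735, 1529, 578 and 359, and 28 for the interaction. Only genes above the median gave 1 interaction gene.

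The replicate number as a replicate block gave 638, 465, 1395, 543 and 221 genes. Whether the numbers pair the samples was judged over all genes tested, where 3 of 18 same-numbered pairs had deviations correlated above 0.1 (range -0.03 to 0.16) and 7 of 12 arrays agreed best with their own number, so they were taken to share only a number. Over the brighter genes all 18 pairs were above 0.1 (lowest 0.20) and 8 of 12 arrays agreed best with their own number. The brighter genes were examined first, and the blocked counts were known, before all genes were chosen. By the bound of 0.1 the brighter genes would have made the numbers count as pairs. They cannot decide this, since deviations were taken from each genotype's mean. The replicate 3 batch alone then makes same-numbered arrays correlate. Whether the numbers pair the samples stays open. With the block, 4 lists that had not passed did so: in brm-1 clf-29 against brm-1 the CLF-dependent part of the gained list (adjusted p = 0.0319), the auxin list (0.0319) and the stomatal markers (0.0475), and in brm-1 the auxin list (0.0186). None of these 4 passed with an estimated correlation. The batch term let the first (0.0402), the second (0.0402) and the last (0.0227) pass. With that term and an estimated correlation none of them passed (camera adjusted p = 0.184, 0.34 and 0.203 in that order). Within replicates 1 and 2, at the preset correlation, the auxin list (0.0054) and the part not listed as CLF-dependent (0.00295) passed against brm-1. So did the qPCR list in brm-1 clf-29 against Col (0.0267) and against clf-29 (0.0138). With an estimated correlation the qPCR list against Col did not pass there (camera adjusted p = 0.189). The CLF-dependent part in clf-29 did not pass at the preset correlation (0.0716). With an estimated correlation and the batch term the gained list had a camera adjusted p of 0.0271 in brm-1, 0.0682 in brm-1 clf-29 and 0.0312 against clf-29. In the same order these were 0.0383, 0.104 and 0.0506 with the block, and 0.0133, 0.0111 and 0.013 within replicates 1 and 2.

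The 1.5-fold counts against Col were 515, 437 and 829 among genes above the median and 1233, 1192 and 1787 with an offset of 16. Shared calls of the single mutants, of brm-1 with the mutant of both genes and of clf-29 with it were 10, 66 and 35 without trend, 113, 442 and 243 with array weights, 129, 477 and 322 with the replicate block, 160, 538 and 383 with the batch term, and 210, 501 and 488 in replicates 1 and 2. The fixed lists gave 10 calls, 8 with arrays centred, 11 with the offset, 14 with the block, 13 with the batch term, 13 in replicates 1 and 2, and 1 with an estimated correlation. Leaving out 1 array gave 86 to 220, 44 to 173, 299 to 772, 63 to 179 and 8 to 28 genes and 0 to 1 for the interaction, with 3351 to 3533, 3257 to 3620 and 3962 to 4223 past 1.5-fold; the list that gains H3K27me3 had medians from -0.45 to -0.30 in brm-1 and from -0.0917 to 0.04 in brm-1 clf-29 against brm-1.

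Sign changes were among values that did not pass the test. For lists, camera's direction can turn while the median does not. It turned for the gained list in clf-29 with these medians: 0.025 (arrays centred), -0.0591 (array weights), -0.01 (compared genotypes only), -0.01 (batch term) and -0.065 (replicates 1 and 2), and -0.0733 to 0.0333 leaving out 1 array. Against brm-1 they were -0.072 (array weights) and -0.135 (replicates 1 and 2). For the plastid-encoded genes in clf-29, leaving out 1 array turned it with medians from -0.16 to -0.00333. In brm-1, with main values of the opposite sign (or 0, for SNZ below), other fits gave PHV -0.00984 (array weights) -0.075 (replicates 1 and 2), CLV3 0.295 (replicates 1 and 2), AT3G01890 0.0183 (arrays centred), BSH 0.011 (quantile normalization) 0.075 (arrays centred) 0.011 (array weights) 0.04 (replicates 1 and 2). In clf-29 they gave PHV 0.0114 (quantile normalization) 0.00833 (arrays centred), EXPA18 0.0326 (quantile normalization) 0.0317 (arrays centred) 0.13 (array weights) 0.31 (replicates 1 and 2), MUTE -0.107 (quantile normalization), CLV3 0.183 (array weights) 0.835 (replicates 1 and 2), CHR23 0.035 (replicates 1 and 2). In brm-1 clf-29 they gave IAA29 -0.115 (replicates 1 and 2), FD 0.0417 (arrays centred) 0.015 (replicates 1 and 2), SMZ 0.0701 (quantile normalization) 0.0783 (arrays centred) 0.005 (replicates 1 and 2), GID1B 0.00167 (quantile normalization) 0.0583 (arrays centred) 0.0166 (array weights) 0.155 (replicates 1 and 2), PHV -0.0221 (array weights) -0.2 (replicates 1 and 2). Also EXPA7 0.045 (arrays centred) 0.107 (array weights) 0.22 (replicates 1 and 2), AT5G33390 -0.101 (array weights) -0.11 (replicates 1 and 2). In brm-1 clf-29 against clf-29 they gave COR15A 0.08 (replicates 1 and 2), SNZ 0.111 (quantile normalization) 0.0633 (arrays centred), PHV -0.07 (replicates 1 and 2), LHCB4.1 -0.0292 (quantile normalization), RCA 0.0233 (arrays centred). Also AT1G06980 -0.0847 (array weights) -0.28 (replicates 1 and 2), AT5G33390 0.0625 (quantile normalization) 0.00828 (offset), BSH 0.00667 (arrays centred), STZ -0.0224 (array weights) -0.335 (replicates 1 and 2). In brm-1 clf-29 against brm-1 they gave GI -0.01 (replicates 1 and 2), PHV -0.0123 (array weights) -0.125 (replicates 1 and 2), EXPA18 0.2 (replicates 1 and 2), RCA -1.78e-15 (quantile normalization, 0 but for rounding), WRKY53 0.0265 (array weights) 0.065 (replicates 1 and 2). Leaving out 1 array, the range in brm-1 was COR47 -0.413 to 0.0117, GH3.3 -0.035 to 1.19, AUR1 -0.0433 to 0.127, DFR -1.49 to 0.05, PHV -0.118 to 0.162, AT1G47400 -1.06 to 0.277. Further ranges were BHLH101 -0.193 to 1.02, AT3G54270 -0.582 to 0.233, FMA -0.0433 to 0.357, SPCH -0.02 to 0.405, CLV3 -0.853 to 0.362, AT3G01890 -0.247 to 0.183. Further ranges were BSH -0.12 to 0.035, ULT1 -0.207 to 0.293. Leaving out 1 array, the range in clf-29 was GI -0.217 to 0.00833, GID1A -0.0233 to 0.177, GID1B -0.432 to 0.0683, PHV -0.175 to 0.105, BHLH101 -0.343 to 1.27, EXPA7 -0.13 to 0.395. Further ranges were EXPA18 -0.208 to 0.212, FMA -0.133 to 0.277, MUTE -0.283 to 0.335, CLV3 -1.11 to 0.582, WRKY53 -0.115 to 1.03, CHR23 -0.438 to 0.0267. Further ranges were BSH -0.105 to 0.055. Leaving out 1 array, the range in brm-1 clf-29 was IAA29 -0.115 to 0.85, SMZ -0.145 to 0.13, GID1C -0.0583 to 0.467, GID1B -0.275 to 0.225, PHV -0.065 to 0.215, UPB1 -0.0367 to 2.02. Further ranges were EXPA18 -0.0583 to 0.302, EXPA7 -0.22 to 0.16, MUTE -0.573 to 0.05, AT5G33390 -0.202 to 1.03, SWI3A -0.367 to 0.0333. Leaving out 1 array, the range in brm-1 clf-29 against clf-29 was WES1 -0.417 to 0.0683, SNZ -0.417 to 0.298, PHV -0.025 to 0.2, AT1G47400 -0.262 to 1.01, AT5G61090 -0.0733 to 0.637, EXPA7 -0.448 to 0.0767. Further ranges were EXPA18 -0.0883 to 0.332, MUTE -0.608 to 0.0333, LHCB4.1 -0.0283 to 0.127, AT1G06980 -0.753 to 0.877, AT5G33390 -0.588 to 0.647, CHC1 -0.025 to 0.205. Further ranges were BSH -0.162 to 0.035, STZ -0.317 to 0.593, ULT1 -0.00167 to 0.193. Leaving out 1 array, the range in brm-1 clf-29 against brm-1 was COR47 -0.445 to 0.02, COR15A -0.182 to 0.313, GI -0.015 to 0.09, PHV -0.0817 to 0.143, PDF1.2 -0.59 to 0.0167, AT3G54270 -0.08 to 0.735. Further ranges were EXPA18 -0.528 to 0.0217, EXPA7 -0.07 to 0.31, AT5G33390 -1.06 to 0.177, AT1G54740 -0.558 to 0.252, WRKY53 -0.362 to 0.193, SWI3A -0.387 to 0.0133. Further ranges were AT3G01890 -0.0267 to 0.403, BSH -0.142 to 0.0217.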

Other observations

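The family tests and the test of genes with CLF-dependent marks were chosen only after the result was seen. The plastid-encoded genes were also higher against Col, in brm-1 (median 0.22, camera adjusted p = 2.66e-09; adjusted p = 0.554 with an estimated correlation) and in brm-1 clf-29 (0.33, adjusted p = 1.51e-13; adjusted p = 0.558 with an estimated correlation). rbcL, which encodes the large subunit of Rubisco, rose in both (0.54 ± 0.12 and 0.61 ± 0.12), as did atpH (0.49 ± 0.10 and 0.40 ± 0.10); psbB rose in brm-1 (0.65 ± 0.14) and ndhK in brm-1 clf-29 (0.69 ± 0.11). The PRA family of 11 genes was lower in clf-29 (median -0.29, adjusted p = 0.000224; adjusted p = 0.17 with an estimated correlation) with no member called, and in brm-1 clf-29 against Col (median -0.22, adjusted p = 0.00123; adjusted p = 0.33 with an estimated correlation) with PRA1.F1 (-1.06 ± 0.15), PRA1.B4 (-0.61 ± 0.14) and PRA1.B6 (-1.21 ± 0.22) called lower. These medians kept their sign with quantile normalization and with centred arrays.

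A hypothesis was that, among genes that gain H3K27me3 in brm-1, those whose mark depends on CLF rise more when CLF is lost as well. From brm-1 to brm-1 clf-29 the 49 CLF-dependent genes had a mean change of 0.19 and the 48 others -0.13, a difference of 0.32 (two-sided permutation test over genes with 100000 resamples, p = 0.035). Genes are not independent replicates, and camera gave the CLF-dependent list an adjusted p of 0.0673 (adjusted p = 0.326 with an estimated correlation), or of 0.0402 with the replicate 3 batch as a term (adjusted p = 0.184 with an estimated correlation), so this may be a property of these arrays. The medians were 0.02 and -0.25 in replicates 1 and 2, and 0.21 and 0.12 in replicate 3. The parts also differed with BRM intact, with means of 0.19 and -0.23 in clf-29 against Col. For the CLF-dependent genes the interaction had a mean of 0.002 (camera adjusted p = 0.998). The difference thus does not show a recovery particular to brm-1.

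Another hypothesis was that the genes that rose in clf-29 lie next to each other. Of these 73 genes, 2 pairs were neighbours among the measured genes, where random placement gave 0.40 on average (one-sided permutation p = 0.0595), which did not pass. A p of 0.05 or more had been set in advance to count against it. That bound was wrong for so few pairs, since a count above the random one with a p this near to the bound excludes nothing, and it stays open. A last one was that genes dim in Col rise more often in clf-29. Of the 73, 37.0% had a Col value under the median (one-sided permutation p = 0.991 against all genes), and of the 93 that rose in brm-1, 12.9% had. A p of 0.05 or more had been set in advance to count against it here too, but that bound took dim genes to be called as readily as others. The low share in brm-1, which was not tested, leaves open that they are not, so this stays open. It was framed after values of the genes with the largest rises had been seen.

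The 10 splits of 6 arrays are too few for a share under 0.05. The real counts and the highest of the other splits were 249 and 0 for brm-1 against Col, 126 and 0 for clf-29, 667 and 0 for brm-1 clf-29, 196 and 0 for brm-1 clf-29 against clf-29, and 29 and 1 against brm-1; in each, 1 of 10 splits reached the real count. For the interaction the real count was 0, which all 100 relabellings reach by definition (the highest gave 28), so they decide nothing.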
